# Identification of the lncRNA, AK156230, as a novel regulator of cellular senescence in mouse embryonic fibroblasts

**DOI:** 10.18632/oncotarget.10170

**Published:** 2016-06-19

**Authors:** Yu-ning Chen, Meng-yun Cai, Shun Xu, Mei Meng, Xingcong Ren, Jay W. Yang, Yu-qi Dong, Xinguang Liu, Jin-Ming Yang, Xing-dong Xiong

**Keywords:** lncRNA, AK156230, cellular senescence, mouse embryonic fibroblasts, autophagy, Gerotarget

## Abstract

Long noncoding RNAs (lncRNAs) have gained extensive attentions in recent years because of their potential importance in a variety of biological and pathological processes. In this study, we sought to explore the role of lncRNAs in cellular senescence. Here, we report that the lncRNA AK156230 was downregulated during replicative senescence in mouse embryonic fibroblasts (MEFs), and knockdown of AK156230 promotes a robust senescence phenotype, including increase in the numbers of the senescence-associated β-galactosidase-positive cells, decrease of cell proliferation, accumulation of cells in the G2/M phase and reduction of autophagic activity. The cells with knockdown AK156230 expression also exhibited increased levels of p21, p53 and phosphorylated p53, and a decreased activity of CDK1. Moreover, rapamycin-induced autophagy offered cytoprotective effect and rescued cellular senescence in AK156230 knockdown cells. Gene expression profile showed that the dysregulation of autophagy and cell cycle genes contributed to the induction of cellular senescence after AK1561230 silencing. Taken together, these results suggest that downregulation of AK156230 is involved in the induction of cellular senescence through its roles in autophagy and cell cycle progression. Our study identifies AK156230 as a critical lncRNA that has a role in regulating cellular senescence in MEFs.

## INTRODUCTION

Replicative senescence (RS) is a cellular state of irreversible growth arrest and loss of replicative capacity [1], and can be triggered by a variety of factors such as DNA damage, telomere shortening, oncogenic activation, or oxidative stresses [2, 3]. Apart from growth arrest, senescent cells often display various characteristic phenotypes including distinct flattened, enlarged, and irregular morphology, increased activity of lysosomal β-galactosidase, robust secretion of inflammatory cytokines [4-7]. Despite diverse stress responses bring about senescent phenotype, the p53/p21 and p16/Rb pathways are the major regulators of cellular senescence in different cell types [4, 8]. Cellular senescence is also thought to contribute to tumor suppression or progression and organismal ageing. Besides, senescence has been implicated as a detrimental factor for age-related diseases such as cardiovascular disease, diabetes, neurodegenerative disease, cancer and many other diseases [9-12].

Recently, there has been an increasing appreciation of the roles of noncoding RNAs (ncRNAs) in regulating gene expression during cellular senescence [5, 13, 14]. This large class of noncoding RNAs comprise small transcripts such as siRNAs and miRNAs, and a vast majority of long noncoding RNAs (lncRNAs) [15]. LncRNAs are currently defined as transcripts of greater than 200 nucleotides that lack the protein-coding capacity [16]. Based on their transcriptional position and direction, lncRNAs can be divided into at least five categories, including sense, antisense, intergenic, intronic, and divergent lncRNAs [17]. LncRNAs have emerged as key gene regulators at multiple levels, including epigenetic chromatin modification, transcription, post-transcription, and translation, although few have been fully functionally characterized [18-20]. Recently, increasing numbers of lncRNAs have been reported to be involved in cellular processes including proliferation, differentiation, survival or apoptosis, and a variety of human diseases such as neurodegeneration, cardiovascular disease, and cancer [21-25].

In the current study, we have identified a number of lncRNAs whose expressions were altered during RS in mouse embryonic fibroblasts (MEFs). Among these lncRNAs, AK156230 was most significantly downregulated during RS, and knockdown of its expression markedly promoted the senescence-related phenotypes, including distinct flattened and enlarged morphology, reduced cell proliferation and autophagy, increased senescence-associated β-galactosidase (SA-β-gal) activity, and growth arrest. Furthermore, rapamycin-induced autophagy can be beneficial against cellular senescence induced by AK156230 silencing in MEFs. Our study suggests that AK156230 promote autophagy and delay cellular senescence in MEFs.

## RESULTS

### Differential expression of lncRNAs in senescent and young MEFs

To identify senescence-related lncRNAs, we used primary MEFs as model system. Upon senescence, cells displayed a characteristically enlarged and flattened morphology and elevated perinuclear activity of SA-β-gal, a distinguishing marker of senescent cells. Senescent MEFs showed senescent phenotypes that distinguished them from the young cells (Figure 1A and 1B). To reveal the potential role of lncRNAs in cellular senescence, we used microarray to detect differentially expressed lncRNAs and mRNAs in senescent and young MEFs. Hierarchical clustering analysis was used to gain a systematic comparison of lncRNAs and mRNAs expression between senescent and young MEFs (Figure 1C and Figure S1). The data of microarray were filtered by using the volcano plot to dispaly the differentially expressed lncRNAs and mRNAs between senescent and young MEFs (Figure S2). Our data indicated that 289 lncRNAs and 301 mRNAs were differentially expressed (fold change ≥ 2.0, *P* < 0.05) between senescent and young MEFs (Tables S1-S4; Table S6).

**Figure 1:**
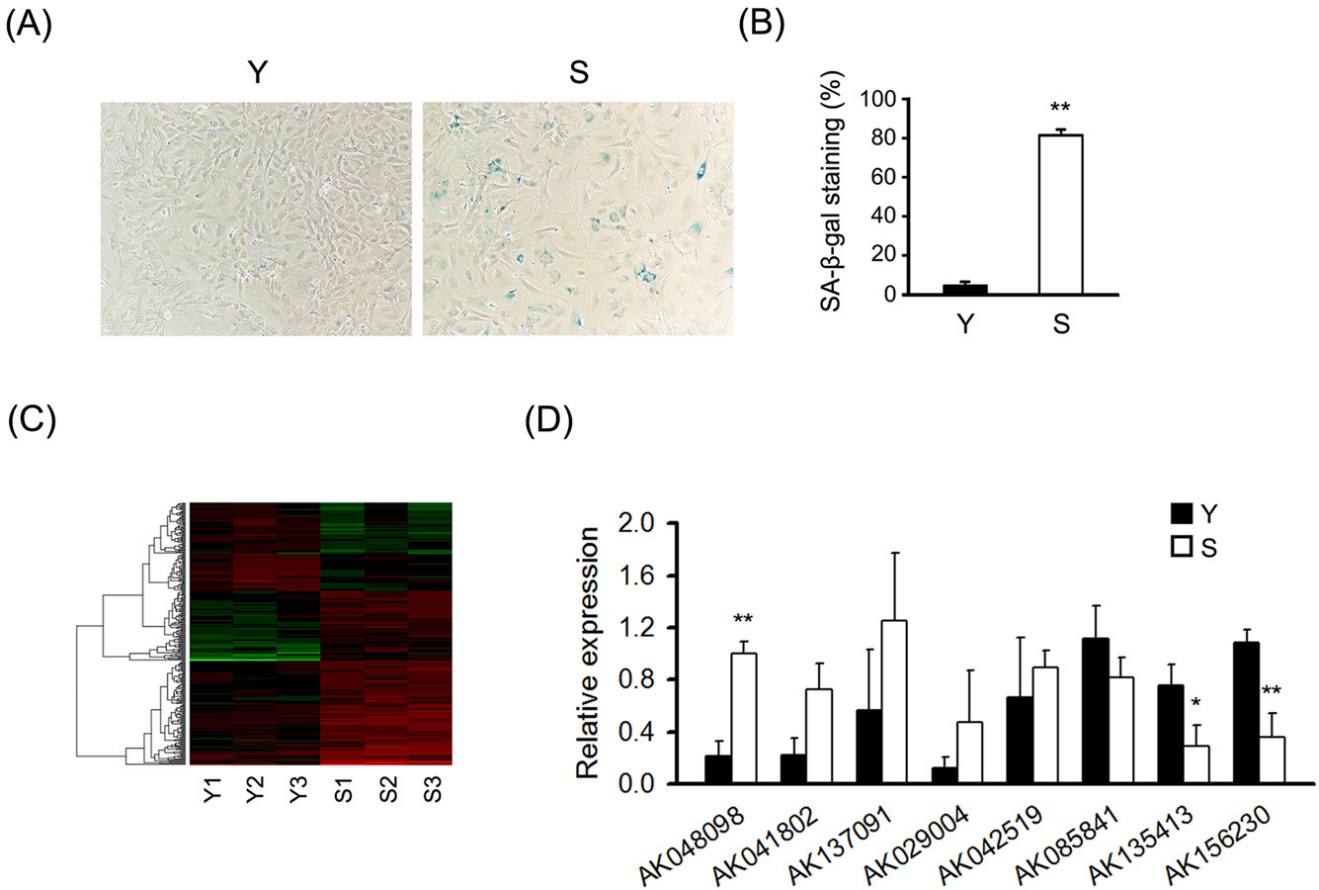
Differential expression of lncRNAs in senescent and young MEFs **A.** Micrographs to visualize senescence-associated β-galactosidase activity in senescent (S) and young (Y) MEFs. “Senescent” indicated the cells at the ninth passages; “Young” indicated the cells at the second passages. **B.** Percentage of the indicated cells positive for SA-β-gal activity was shown. Cells were quantitated by randomly choosing at least four independent fields. **C.** LncRNA expression profile of MEFs was analyzed by lncRNA microarray, heatmaps were generated from the hierarchical cluster analysis to show a distinguishable lncRNA expression profile among samples (*n* = 3). The color “Red” indicates high relative expression, and “green” indicates low relative expression. **D.** RT-qPCR analysis validation of eight differentially expressed lncRNAs in MEFs under replicative senescence (*n* = 4). β-actin was used as a loading control. All experiments represent the mean ± SEM from at least there independent experiments. Student's *t*-test, *P < 0.05, **P < 0.01.

To validate the results of microarray analysis, we used real-time quantitative PCR (RT-qPCR) analysis on eight differentially expressed lncRNAs with fold-changes greater than 2.5. RT-qPCR experiments showed that two lncRNAs including AK156230 and AK135413 were uniformly downregulated by two-fold or greater in senescent compared with young cells. By contrast, AK048098 was remarkably upregulated in senescent relative to young cells (Figure 1D). These results suggest that AK156230, AK135413 and AK048098 are involved in MEFs senescence.

### Induction of cellular senescence phenotypes by knockdown of AK156230 in MEFs

To explore the function of AK156230, AK135413 or AK048098 on cellular senescence in MEFs, we inhibited the expression of these lncRNAs by locked nucleic acid (LNA) longRNA GapmeRs (Sequences in Table S8). GapmeR induces degradation of the targeted lncRNA through an RNase H-dependent mechanism [26]. Importantly, GapmeRs treatment resulted in a reduction of total AK156230, AK135413 or AK048098 levels when compared with control, where we obtained a knockdown efficiency of 80% to 90% (Figure 2A). In young MEFs, silencing of AK156230 resulted in enlarged, flattened, and irregular morphology, with an increased SA-β-gal staining activity similar to senescent cells, while silencing AK048098 or AK135413, cells did not display a similar senescent phenotype (Figure 2B and 2C).

**Figure 2:**
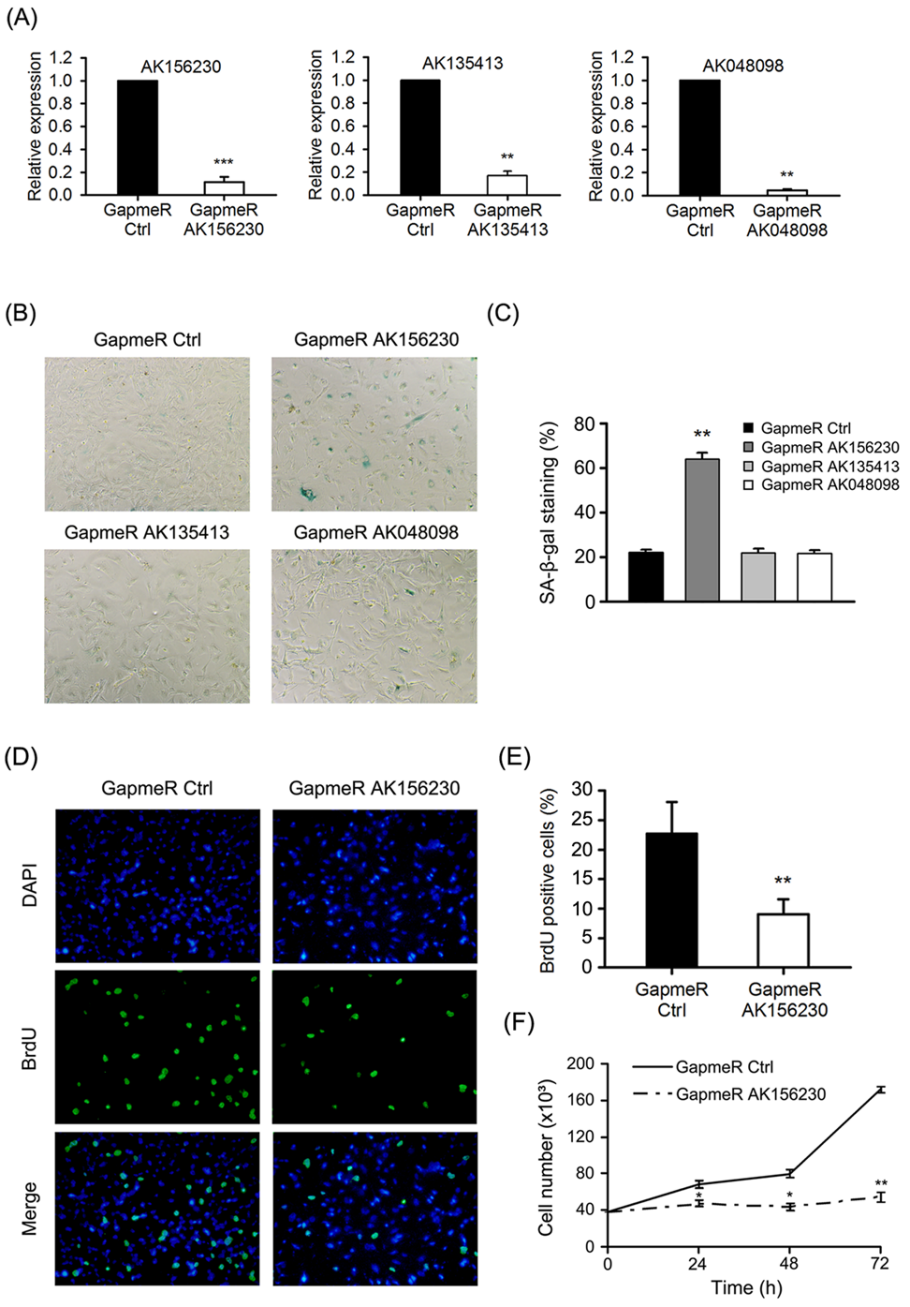
Effects of AK156230 on senescent phenotypes in MEFs **A.** Relative AK156230, AK135413 or AK048098 RNA levels in young MEFs transfected with the indicated GapmeRs for 48h analyzed by RT-qPCR. **B.** Representative images of the SA-β-gal activity staining of cells under the indicated conditions 72h post transfection. **C.** Percentage of the indicated cells positive for SA-β-gal activity was shown. Cells were quantitated by randomly choosing at least four independent fields. **D.** Proliferation of cells was measured by BrdU incorporation assay. Representative images of indicated cells stained for DAPI and BrdU by immunofluorescence were shown. MEFs at passage 2 were transfected with the indicated GapmeRs for 48h. **E.** Percentage of the indicated cells positive for BrdU was shown. Cells were quantitated by randomly choosing at least four independent fields. **F.** Growth curves of MEFs transfected with the indicated GapmeRs at the designated time points post transfection. All experiments are represented as mean ± SEM from at least there independent experiments. Student's *t*-test, *P < 0.05, **P < 0.01.

Cessation of cell proliferation is a hallmark of cellular senescence, thus we tested whether cell proliferation was altered when expression of AK156230 was silenced. As senescent cells are decreased in DNA synthesis, we performed immunostaining assays of 5-bromo-2′-deoxyuridine (BrdU) incorporation in MEFs. We observed that silencing of AK156230 expression resulted in the decrease of BrdU incorporation (Figure 2D). As compared with control MEFs, AK156230-knockdown cells showed a significantly lower percentage of BrdU-positive cells (Figure 2E). Subsequent analysis of growth curve revealed a remarkable reduction in cell number in MEFs with silencing of AK156230 expression (Figure 2F). The significantly diminished cell proliferation was in consistent with their premature senescence phenotypes in MEFs with knockdown of AK156230. Taken together, these results showed that silencing of AK156230 dramatically promoted cellular senescence and inhibited cell proliferation in MEFs.

### Induction of G2/M arrest and autophagy inhibition by knockdown of AK156230 in MEFs

To determine whether senescence-related phenotypes seen in AK156230 knockdown cells were associated with alteration of cells cycle progression, we performed flow cytometric analysis. As shown in Figure 3A, knockdown of AK156230 expression caused a significant arrest of cell cycle progression, as evidenced by a significant increase in G2/M fraction and a decrease in G0/G1 cells, suggesting that the growth suppressive effect of AK156230 knockdown was associated with G2/M arrest. In order to explore the possible molecular mechanisms involved, we examined the expression of several key cell cycle regulators and senescence-associated genes by western blotting. Knockdown of AK156230 was accompanied by a significantly increase in p53 and phosphorylated p53 (Ser15) and p21, and a decrease in the protein levels of CDK1 (Figure 3B). These results suggest that p53 and p21 are involved in regulating cellular senescence induced by AK156230 knockdown in MEFs.

**Figure 3:**
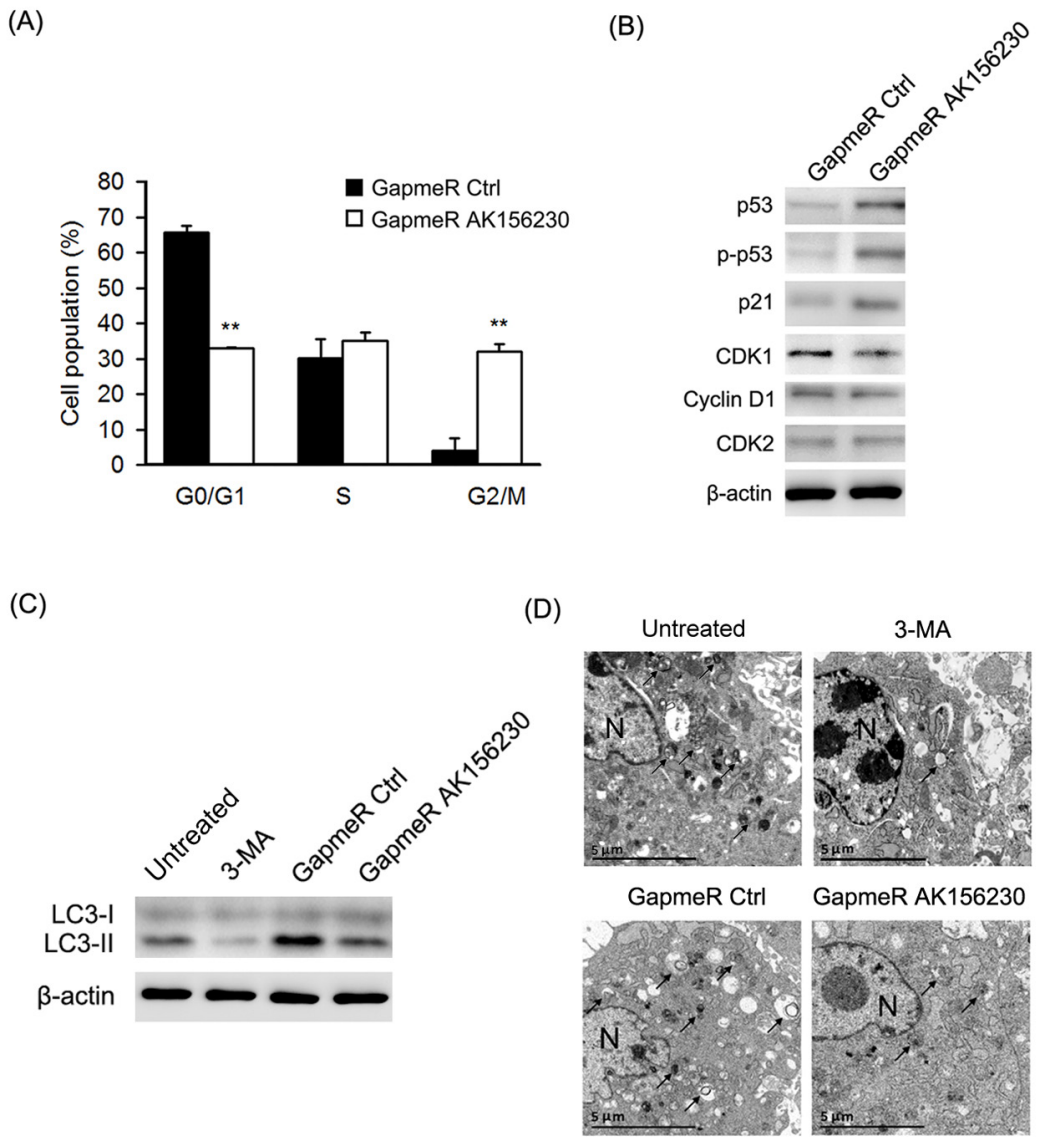
Effects of AK156230 on cell cycle progression and autophagy in MEFs **A.** Cell cycle analysis was performed at 48h after transfection in passage 2 cells transfected with the indicated GapmeRs. The percentage of G0/G1, S, and G2/M are demonstrated as shown. **B.** Western blot analysis of p53, phosphorylated p53, p21, CDK1, CDK2, and Cyclin D1 from MEFs transfected with the indicated GapmeRs for 72h. **C.** MEFs at passage 2 were transfected with the indicated GapmeRs for 48h, or treated with 3-MA (10mM) for 4h. Western blotting were performed to detect the levels of non-lipidated LC3 (LC3-I) and its lipidated variant (LC3-II). **D.** Transmission electron microscopy images of MEFs at passage 2 transfected with the indicated GapmeRs for 48h, or treated with 3-MA (10mM) for 4h. Black arrowheads indicate representative autophagosomes or autophagolysosomes, and the nucleus is denoted by *N*. These sections were examined at 120kV with a JEOL JEM-1400 transmission electron microscope. β-Actin was used as the loading control. All experiments are represented as mean ± SEM from at least there independent experiments. Student's *t*-test, **P < 0.01.

To determine whether AK156230 plays a role in autophagy, we compared the formation of LC3-II, a specific marker for autophagy, in MEFs with or without silencing of AK156230 expression. As shown in Figure 3C, silencing of AK156230 expression decreased the appearance of LC3-II in MEFs in comparison with cells treated with GapmeR control. To confirm this result, we used the autophagy inhibitor 3-methyladenine (3-MA) as a positive control, which inhibits early stages of autophagosome formation [27]. As shown in Figure 3C, the 3-MA-treated cells showed decreased conversion of LC3-I to LC3-II. Similarly, autophagic flux was assessed based on the accumulation of autophagic substrate p62 [28]. Silencing of AK156230 also significantly enhanced the abundance of p62, which was indicative of reduction in autophagy (Figure S3A).

Autophagy is a conserved catabolic process involving cytoplasmic degradation through the formation of double-membraned vesicles for recycling of the resulting basic components as metabolic precursors [29, 30]. To confirm the role of AK156230 in autophagy, we further measured autophagosome formation using transmission electron microscopy (TEM). We found that autophagosome, as evidenced by double membrane vacuoles, were prominent and easily identifiable in the cytoplasm of untreated MEFs. In contrast, very few autophagosomes were observed in AK156230-knockdown MEFs and 3-MA-treated cells (Figure 3D). These findings suggested that silencing of AK156230 exerted a negative effect on autophagy.

### Activation of autophagy improves cellular senescence induced by AK156230 knockdown

We next investigated whether autophagy induction by rapamycin can be beneficial against cellular senescence induced by AK156230 knockdown. As shown in Figure 4A, rapamycin treatment could rescue the AK156230 knockdown-induced autophagy attenuation, and concomitantly reversed AK156230 knockdown-mediated p53 and p21 expression. However, when AK156230 knockdown cells were treated with rapamycin, the number of autophagosomes increased significantly, as determined by TEM (Figure 4B). Notably, as compared with AK156230 knockdown cells, a significantly decrease in MEFs senescence was observed in those cells in the presence of rapamycin, as measured by means of SA-β-gal staining (Figure 4C and 4D). These data suggest that autophagy induction by rapamycin offers cytoprotective effect and rescues cellular senescence in AK156230 knockdown cells.

**Figure 4:**
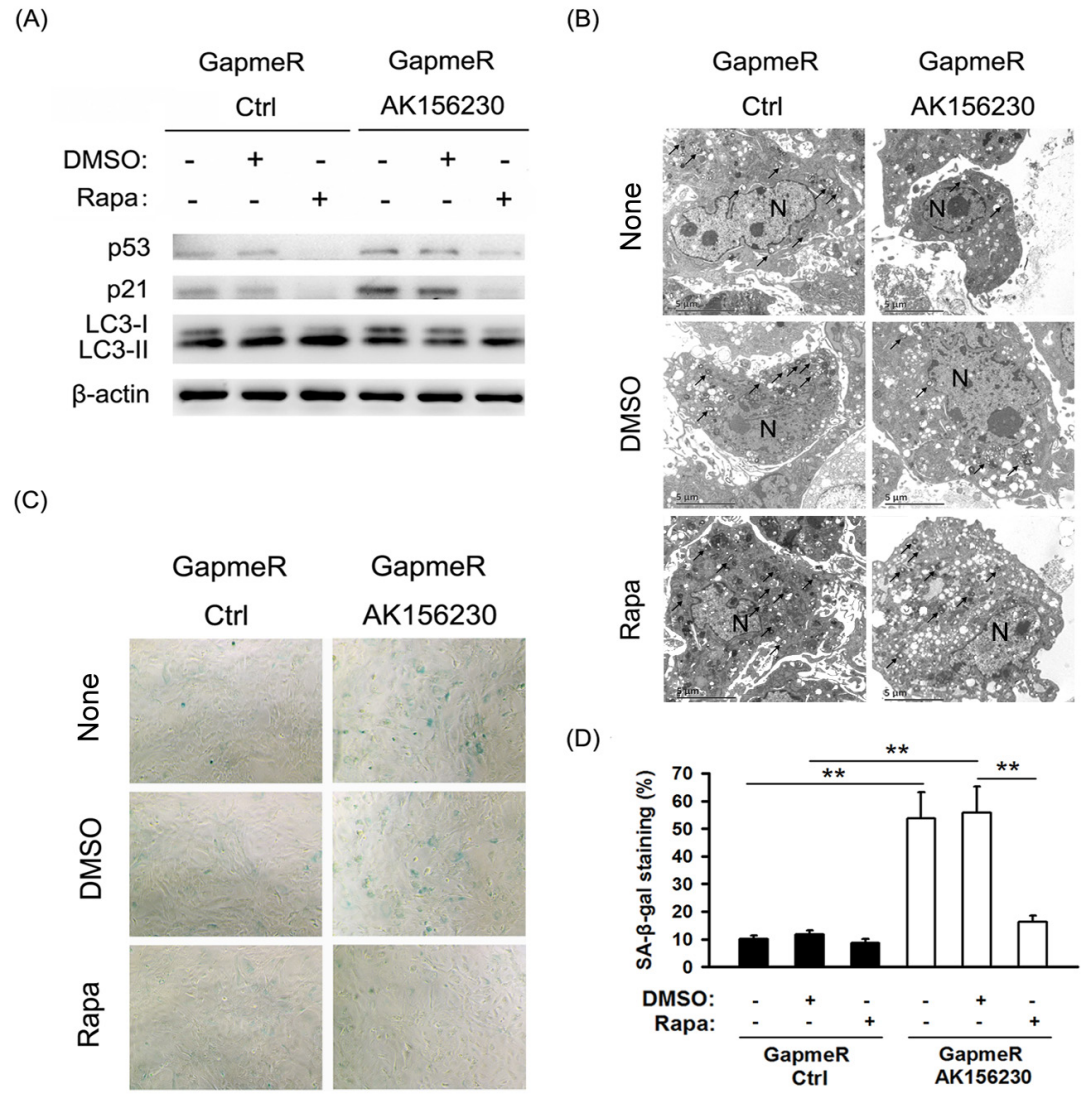
Rapamycin enhances autophagosome formation and rescues cellular senescence induced by AK156230 knockdown in MEFs **A.** Western blotting for LC3, p53 and p21 using lysates from the indicated cells. β-Actin was used as the loading control. **B.** Transmission electron microscopy images of MEFs treated with 2.5μM rapamycin or DMSO for an additional 48h after transfection with control GapmeR control or GapmeR AK156230 for 24h. Black arrowheads indicate representative autophagosomes or autophagolysosomes, and the nucleus is denoted by *N*. These sections were examined at 120kV with a JEOL JEM-1400 transmission electron microscope. **C.** Representative images of the SA-β-gal activity staining for the indicated cells. **D.** Percentage of the indicated cells positive for SA-β-gal activity was shown. Cells were quantitated by randomly choosing at least four independent fields. Student's *t*-test, **P < 0.01.

### AK156230 knockdown is associated with a senescence-related signature

In order to determine which function of AK156230 might be involved in its role in senescence, we performed mRNA microarray to screen the differentially expressed mRNAs after AK156230 knockdown. 

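RNA of young MEFs at passage 2 was hybridized to 1 array after transfection with GapmeR Control, a non-targeting oligonucleotide, and to 1 array after transfection with GapmeR AK156230, which directs RNase H to the lncRNA. The deposited table held 1 MAS5 signal for each of 45037 probe sets on each array, on a linear scale and scaled by the authors. The median signal was 54.80 with GapmeR Control and 50.95 with GapmeR AK156230, and the highest signals were 8976.88 and 9206.82. Over all probe sets the log2 signals of the arrays had a Pearson correlation of 0.970. No probe set was annotated to AK156230, so the knockdown itself could not be read from the arrays. From these signals, log2 ratios of GapmeR AK156230 over GapmeR Control were computed without further scaling, and a gene with several probe sets was represented by the brightest of them, which gave 18193 named genes. Among 5113 genes with at least 2 probe sets above the array's median signal, the log2 ratios of the 2 brightest differed with an SD of 0.276 per probe set. Each condition had a single array, so no difference given for this experiment has a replicate check, and genes are described as higher or lower at 2-fold without a p-value. Gene lists are described by the percentile of their median log2 ratio among the medians of 10000 random lists of the same size and mean signal.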

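In the signals as deposited, genes were ranked if their signal on the brighter array was at or above that array's median. Among these, the largest increases after transfection with GapmeR AK156230 were in Car2, Nts and Car3. The signal of the carbonic anhydrase gene Car2 was 68.8-fold higher (30.66 with GapmeR Control and 2109.37 with GapmeR AK156230). Nts, the precursor of the peptide neurotensin, was 45.3-fold higher and Car3, another carbonic anhydrase, 32.7-fold higher (72 and 2350.90). The cornified envelope gene Lce1h was 16.5-fold higher and Chrna1, a subunit of the muscle acetylcholine receptor, 10.5-fold higher. Tnfrsf18, Serpinb7, Dynap, Ldoc1 and 4933402E13Rik had log2 ratios of 3.75, 3.64, 3.57, 3.53 and 3.46. The largest decrease among the ranked genes was in Gpc6, a glypican of the cell surface, which was 26.8-fold lower (624.82 with GapmeR Control and 23.32 with GapmeR AK156230). Aldh1l2, a mitochondrial enzyme of folate metabolism, was 18.4-fold lower, Mtdh 16.4-fold lower and Dock1, an activator of Rac, 15.3-fold lower. Atraid, the mitochondrial membrane protein gene Mpv17, Abi3bp, Cdh19, Cyp7b1 and the calcium channel gene Cacna1c had log2 ratios of -3.79, -3.76, -3.71, -3.68, -3.66 and -3.61. Over the whole array 655 probe sets were higher and 1476 were lower by 2-fold or more, a total of 2131 or 4.73% of the probe sets. Counted as genes, 289 were higher and 700 were lower. The lower genes were long: of the genes at or above the array's median signal, those lower by 2-fold or more had a median genomic length of 81.0 kb, against 15.8 kb for those higher and 22.5 kb for all. Of 15 markers of fibroblasts 8 were lower by 2-fold or more and none was higher. The share of changed probe sets that were lower was 69.3%, and 57.2% after each array was scaled to the same median. Many of these genes were near the bottom of the range on the dimmer array: with 24.3 added to every signal the 10 increases had log2 ratios from 1.88 (Serpinb7) to 5.28 (Car2) and the 10 decreases from -3.77 (Gpc6) to -1.65 (Cdh19), and Nts (2.85) was then below Lce1h (3.90). With the mean of all probe sets of a gene the log2 ratio was -3.32 for Gpc6, behind Aldh1l2 at -4.20, and it was -2.39 for Mtdh, -2.04 for Dock1, -2.38 for Cyp7b1, -2.58 for Cacna1c and 3.98 for Car3; Abi3bp was at -2.71 without its _s_at probe set.

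**Figure D1:**
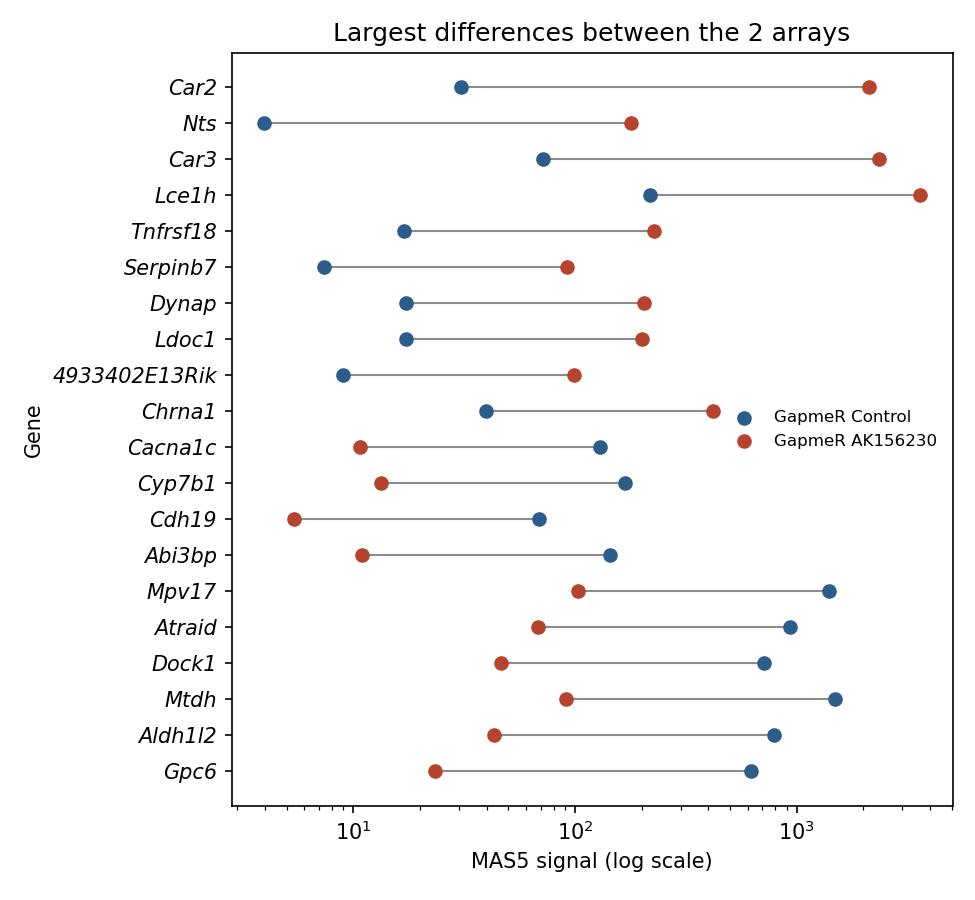
MAS5 signal on a log scale of the 10 genes with the largest increases and the 10 with the largest decreases among genes at or above the array's median signal, with a point for each array and a line joining the points of a gene. Car2 spans 30.66 to 2109.37 and Gpc6 624.82 to 23.32.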

The microarray data showed that 1633 genes were differentially expressed (Fold change ≥ 2.0; Tables S5 and S9). To further characterize the genes that are affected by AK156230 expression, we searched for enrichment of genes annotated to shared biological processes among genes that were up- or down-regulated following transfection with GapmeR AK156230 (Table S10). Such processes included several genes related to autophagy and cell cycle progression (Table S10). 

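Of 37 measured genes of the autophagy machinery, 3 were lower by 2-fold or more after transfection with GapmeR AK156230 and none was higher. Uvrag, a partner of the Beclin complex, was 3.48-fold lower, with a signal of 982.2 with GapmeR Control and 282.12 with GapmeR AK156230. The kinase gene Ulk2, which acts at the start of autophagosome formation, and Atg16l2 were the others. The remaining 34 genes lay between, and 18 of the 37 had log2 ratios above 0. The median log2 ratio of the list was -0.011, at the 68.3rd percentile of random lists. That percentile ranged from 31.7 to 92.8 over the alternatives set before the data were examined. Among 31 lysosomal genes, Npc1, which moves cholesterol out of lysosomes, was 2.74-fold lower and the transcription factor gene Mitf 2.39-fold lower, while Cln3 was 2.70-fold higher. The lysosomal list had a median of -0.17, at the 1.92nd percentile, which ranged from 1.25 to 2.79 over the alternatives set before the data were examined. Uvrag and Mitf span 254.4 and 214.4 kb, and many genes of that length were lower.

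Of 36 genes of G1/S and DNA replication, Cdc6, a licensing factor of replication origins, was 2.27-fold higher and Ccne2, which encodes cyclin E2, 2.26-fold higher, while E2f2 was 2.12-fold lower. The median of this list was 0.34, above the medians of all 10000 random lists. Of 40 genes of G2/M and mitosis none differed by 2-fold, with log2 ratios from -0.77 to 0.40. Their median was -0.10, at the 19.4th percentile. The percentile was 4.83 with random lists matched also on genomic length, and 6.68 for genes under 40 kb. Cdk1, the kinase that drives entry into mitosis, had signals of 1058.53 with GapmeR Control and 1030.47 with GapmeR AK156230. Atg16l2, Mitf and E2f2 had signals under the median of the GapmeR AK156230 array, and with 24.3 added to every signal their log2 ratios were -0.74, -0.95 and -0.70, and that of Cdc6 was 0.94. With the mean of all probe sets of a gene, Cln3 (0.88), Mitf (-0.87) and E2f2 (-0.43) were also within 2-fold, and E2f2 was at -0.98 with arrays scaled to the same median.

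**Figure D2:**
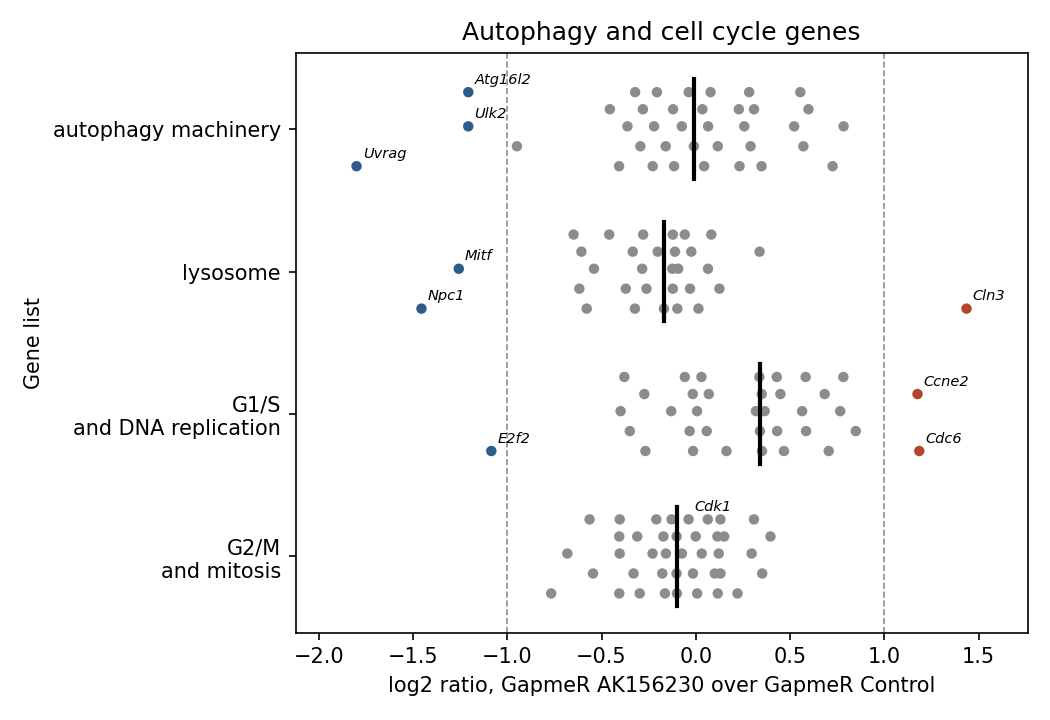
log2 ratio of GapmeR AK156230 over GapmeR Control for each measured gene of the autophagy, lysosome, G1/S and G2/M lists, with a black bar at each list's median and dashed lines at 2-fold. The G1/S median lies at 0.34 and the autophagy median at -0.011.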

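Targets of p53 had log2 ratios above 0 more often than below it after transfection with GapmeR AK156230, but 31 lay within 2-fold. Of 35 measured targets 23 had log2 ratios above 0, and the median log2 ratio was 0.17, at the 99.95th percentile of random lists. The membrane protein gene Perp was 3.94-fold higher (270.64 with GapmeR Control and 1066.78 with GapmeR AK156230), and Pmaip1, which encodes the pro-apoptotic protein Noxa, was 3.44-fold higher (202.14 and 695.91). Rprm, a mediator of arrest in G2, was the other target higher by 2-fold or more. Igfbp3, which encodes a binding protein of insulin-like growth factors, was the only target lower by 2-fold or more, at 5.74-fold. Perp, Pmaip1 and Rprm had ratios above 2.70, the lowest in the rows of Table S5 in hand. They may thus have been seen before the list was written. The list holds 9 genes that are also on another list. Perp is also on the list of 30 measured keratinocyte and epithelium markers, of which 10 were higher and 1 was lower by 2-fold or more.

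Genes of mTOR signalling moved little. Of 41 measured genes, Pik3cb, a catalytic subunit of phosphoinositide 3-kinase, was 2.45-fold higher and none was lower by 2-fold or more. The median log2 ratio was -0.13, at the 6.82nd percentile of random lists, and its percentile was between 5.72 and 27.37 over the alternatives tried. Pik3cb was dim, with signals of 36.83 and 90.07, and its log2 ratio was 0.90 with 24.3 added to every signal.

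**Figure D3:**
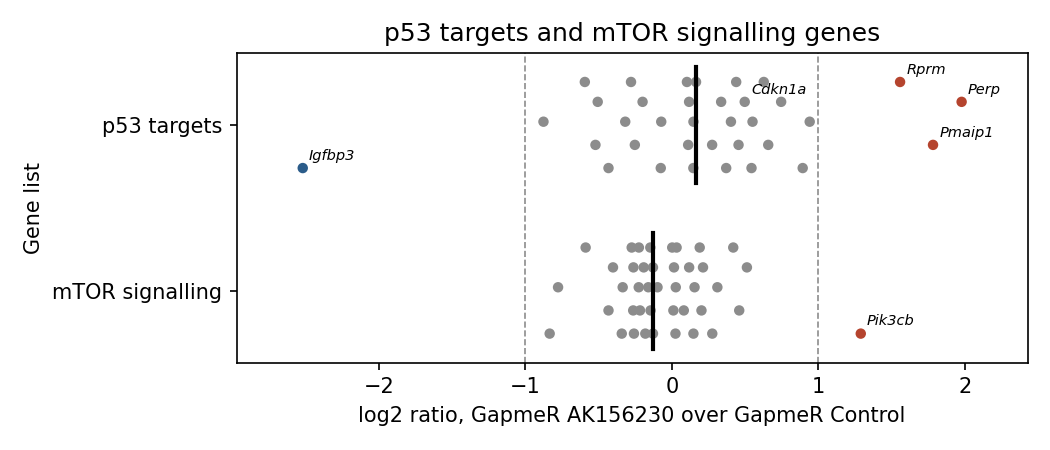
log2 ratio of GapmeR AK156230 over GapmeR Control for each measured p53 target and mTOR signalling gene, with a black bar at each list's median and dashed lines at 2-fold. The medians lie at 0.17 and -0.13.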

Pathway analysis showed that several gene categories including “p53 signaling pathway” and “cell cycle” might play important roles in the cellular senesecence, and the gene categories “regulation of autophagy” and “mTOR signaling pathway” were involved in the autophagy process (Table S11). We further tested a subset of these genes associated with autophagy and cell cycle by qPCR. As shown in Figure 5, knockdown of AK156230 was accompanied by a significant decrease in autophagy-related genes including Ulk2, Atg7 and Atg16l2, and an increase in anti-proliferative genes including Cdkn1a, Rprm, Inhba and Cgref1, showing a strong consistency between the RT-qPCR results and the microarray data.

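On the arrays, Ulk2 and Atg16l2 were lower and Rprm, Inhba and Cgref1 were higher by 2-fold or more, while Atg7 and Cdkn1a differed by less. Ulk2 lies on chromosome 11 of GRCm38 from 61775598 to 61855334, and its signal was 233.53 with GapmeR Control and 101.14 with GapmeR AK156230, 2.31-fold lower. Its other probe sets had log2 ratios of -1.28, -1.41 and -0.59. Atg16l2, on chromosome 7 from 101286325 to 101302267, had signals of 58.50 and 25.34, also 2.31-fold lower. Atg7, which encodes the activating enzyme of both conjugation systems of autophagy, lies on chromosome 6 from 114643127 to 114860604. Its brightest probe set was 1.37-fold lower (152.57 and 111.19), another was 2.34-fold lower (111.23 and 47.57), and the other two had log2 ratios of -0.17 and -0.44. Cdkn1a encodes the cyclin-dependent kinase inhibitor p21 and lies on chromosome 17 from 29090979 to 29100722. It was bright on both arrays, with 3121.94 and 4408.28, 1.41-fold higher, and its other probe set was 1.43-fold higher. Rprm, on chromosome 2 from 54084093 to 54085552, had signals of 112.33 and 330.88, 2.95-fold higher. Inhba, which encodes a subunit of activin, lies on chromosome 13 from 16004256 to 16031609 and was 2.14-fold higher (1334.51 and 2854.10), and a second, dim probe set had a log2 ratio of -0.26. Cgref1, on chromosome 5 from 30933143 to 30945480, was 2.67-fold higher (154.82 and 413.24), with 2.78-fold at its other probe set. Averaged over its probe sets, Inhba had a log2 ratio of 0.42. Ulk2 and Atg7 span 79.7 and 217.5 kb, and among genes at or above the array's median signal the share lower by 2-fold or more rose with length, from 2.19% of the 2423 genes of 10 to 20 kb and 5.12% of the 1932 genes of 40 to 80 kb, the class of Ulk2, to 25.4% of the 779 genes over 160 kb, the class of Atg7.

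**Figure D4:**
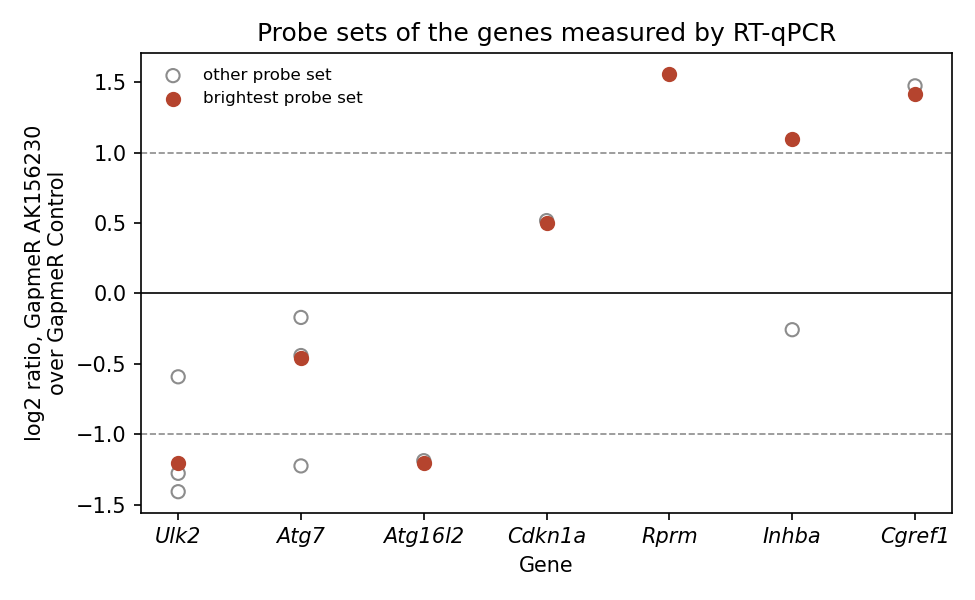
log2 ratio of GapmeR AK156230 over GapmeR Control for each probe set of the genes measured by RT-qPCR, with the brightest probe set of each gene filled and dashed lines at 2-fold. The probe sets of Atg7 range from -1.23 to -0.17 and those of Ulk2 from -1.41 to -0.59.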

**Figure 5:**
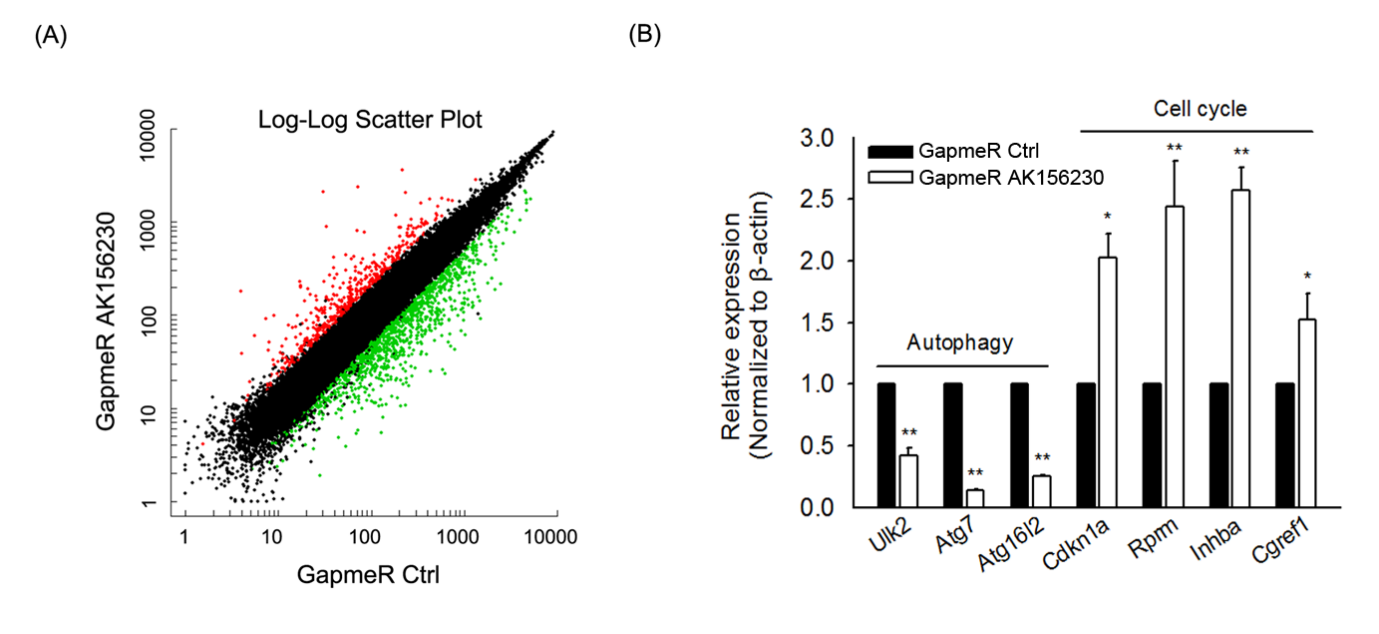
Gene expression signature induced by AK156230 silencing **A.** Scatter plot of differentially expressed genes from MEFs transfection with GapmeR control or GapmeR AK156230. **B.** The expression of autophagy and cell cycle-related genes in MEFs at 48h after transfection with GapmeR control or GapmeR AK156230 was measured by RT-qPCR analysis. All experiments are represented as mean ± SEM from at least there independent experiments. Student's t-test, **P < 0.01.

## DISCUSSION

In recent years, great efforts have been made in understanding the expression patterns and functions of lncRNA, and the importance of these non-coding RNAs has been increasingly appreciated [31-33]; yet, so far only a small portion of this class of non protein-coding transcripts are known to be involved in regulating cellular senescence, and those results were obtained in different types of human tissues and cells. For example, Gorospe's group has identified a number of senescence-associated lncRNAs in human diploid fibroblasts [34]. More recently, it was reported that the lncRNAs, ASncmtRNA-2 and MIR31HG, were closely related to cellular senescence and aging process [35, 36]. As mouse is a commonly used model in aging studies including those involve testing of anti-aging approaches, here we sought to identify the lncRNAs and their roles in regulating aging in mouse. We believe that such information would be useful for better utilization of mouse models in aging studies and for better interpretation of the data obtained in mouse models.

Our microarray profiling revealed a number of lncRNAs whose abundance were altered during senescence in MEFs (Figure 1, Tables S1 and S2); however, we only identified AK156230 as a regulator of cellular senescence, as RNAi-mediated knockdown of AK156230 induced a switch of the cell phenotype to an anti-proliferative state, leading to accelerated cellular senescence, as determined by SA-β-gal staining assay (Figure 2). By contrast, we did not observe any effects on cellular senescence with other lncRNAs (e.g., AK135413 or AK048098) whose expressions were also found to be changed during senescence process, suggesting that not every lncRNA showing changes during senescence has functional roles. It is likely that the altered expressions of these lncRNAs are the consequence of cellular senescence rather than its causes. Further studies would be needed to explore the biological implications of these lncRNAs.

The impact of AK156230 in controlling cellular senescence is supported by several lines of evidence. First, we show that knockdown of AK156230 in MEFs significantly promotes cellular senescence (Figure 2C), and inhibits cell proliferation, as determined by BrdU incorporation and cell growth assay (Figure 2D-2F). Second, we demonstrate a remarkable senescence-like cell cycle arrest at G2/M phase in MEFs subjected to AK156230 knockdown (Figure 3A). Examination of the expression levels of several genes involved in senescence and cell cycle control also supports the role of AK156230 in negative regulation of replicative senescence (Figure 3B).

Attenuation of cell cycle progression is considered an important mechanism in the development of growth arrest and cellular senescence [37]. It is well known that CDK1 kinase plays a crucial role in regulation of cell cycle from G2 phase into M phase [38-42]. We show here that knockdown of AK156230 resulted in a decrease in the expression of CDK1, suggesting that downregulation of CDK1 significantly induced G2/M arrest. Additionally, in the MEFs with knockdown of AK156230 expression we observed a significant induction of p53 and p21 (Figure 3B). Therefore, these data suggest that AK156230 knockdown may block cell cycle progression in MEFs through p53/p21/CDK1 pathway.

By examining the appearance of LC3-II and autophagic vesicle and the abundance of p62, we show that knockdown of AK156230 downregulated autophagy, a cellular process critically associated with aging. However, p62 mRNA expression did not increased in AK156230-knockdown MEFs (Figure S3B), suggesting that the observed increase in p62 protein expression upon AK156230 knockdown-mediated suppression of autophagy was a post-transcriptional response rather than transcriptional regulation. In addition, as transcriptional regulators, some lncRNAs can regulate transcription positively or negatively on neighboring genes. In this study, we also screen the differentially expressed mRNAs in senescent and young MEFs (Tables S3 and S4). However, we did not observe any significant differences in neighboring genes (eg. Adam22 and Sorcin) around AK156230, which is available from GEO under accession number GSE74435.

Autophagy, a major interacellular degradation and recycling system, plays an important role in the control of cellular senescence. Increasing studies have found that restoring autophagy by rapamycin rescues cellular senescence [43-44]. Here we found that rapamycin-induced autophagy rescued cellular senescence in AK156230 knockdown cells (Figure 4), suggesting that rapamycin-induced autophagy can be beneficial against cellular senescence induced by knockdown of AK156230 in MEFs. In addition, the dysregulation of autophagy and cell cycle genes observed by gene expression profiling are consistent with autophagy suppression and anti-proliferative effect after AK1561230 silencing (Figure 5). All of these evidences indicate an inhibitory role for AK156230 in cellular senescence, but the precise mechanism by which this lncRNA delays cellular senescence and its *in vivo* effects on this cellular process and aging remain to be elucidated. 

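Among 21 measured cell cycle inhibitors and anti-proliferative genes, 3 were higher and 2 were lower by 2-fold or more on the arrays of GapmeR AK156230 and GapmeR Control. The higher genes were Rprm, Inhba and Cgref1, which are among the genes that the paper took from these arrays for RT-qPCR. With the mean of all probe sets of a gene Inhba was within 2-fold, at a log2 ratio of 0.42. The lower genes were Gas1, a growth arrest-specific membrane protein gene, at 7.26-fold (995.8 with GapmeR Control and 137.07 with GapmeR AK156230), and Cdkn1c, which encodes the kinase inhibitor p57, at 2.44-fold (832.9 and 341.74). The median log2 ratio of the list was 0.091, at the 90.2nd percentile of random lists. The list also holds Cdkn1a, another gene taken from these arrays for RT-qPCR. Its median and percentile are therefore not independent of the paper's choice of genes, and no conclusion is drawn from them. For the autophagy and cell cycle genes as a whole, the paper proposes that their dysregulation goes with autophagy suppression and an anti-proliferative effect.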

Additional experiments are required to establish how AK156230 functions, and validate whether the phenotypes of AK156230 knockdown are truly linked to AK156230 loss through rescue experiment. The ideal strategy should capture in lncRNA-protein/DNA/RNA interactions, and provide comprehensive portraits of AK156230 in cellular senescence.

Taken together, we have identified AK156230 as a negative regulator of cellular senescence in MEFs. The results of this study may be informative about the lncRNA biology and potentially useful for comparative studies of cellular and molecular pathways that affect aging in mouse and other species including human.

## MATERIALS AND METHODS

### Cell cultures

Primary mouse embryonic fibroblasts (MEFs) were isolated from 13.5-day-old embryos of C57/BL6 mice and maintained in Dulbecco's modified Eagle medium (DMEM, Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, Grand Island, NY, USA) in a humidified incubator with 5% CO_2_ at 37°C. Serial passage was performed when the cells reached 80% conﬂuence.

### Microarray analysis

The microarray with coverage of 41597 mouse lncRNAs and 35291 mouse mRNAs were synthesized by Ribobio applying the Combimatrix platform to detect differentially expressed lncRNAs and mRNAs in senescent and young MEFs. All procedures were carried out according to manufacturer's protocol. The microarray hybridization and bioinformatic analysis was performed using the RiboArray platform (Ribobio, Guangzhou, China). Briefly, total RNA from senescent and young MEFs was quantified by the K5500 micro-spectrophotometer (Kaiao, Beijing, China). The quality of total RNA was assessed using the Agilent 2200-Bioanalyzer (Agilent, Santa Clara, CA, USA). Two μg of total RNA was reverse transcribed into aRNA and labeled using Amino Allyl MessageAmp II aRNA kits (Life Technologies, Carlsbad, CA, USA). The concentration and specific activity of the labeled aRNAs were measured using a K5500 micro-spectrophotometer. For hybridization, microarrys with labeled samples were hybridized at 40°C for 16h in the hybridization chamber and washed using buffers recommended in the manufacturer's protocol. Slides were scanned using a Genepix 4000B laser scanner (Molecular Devices, Sunnyvale, CA, USA) and images were analyzed using Genepix Pro 7.0 software (Molecular Devices, Sunnyvale, CA, USA). Differentially expressed lncRNAs were obtained using linear models for microarray data analysis, and selected based on *P* < 0.05, fold changes ≥ 2.0. The microarray data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE74435 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74435).

For gene expression profiling after AK156230 silencing, cells were transfected with control GapmeR or GapmeR directed against AK156230 and were subjected to extraction of total RNA. Briefly, RNA amplification and labeling were done according to the manufacturer's protocol (Affymetrix, Santa Clara, CA). Fragmented cRNA was individually hybridized with the GeneChip Porcine Genome Array (Affymetrix, Santa Clara, CA), which contained 45,038 probes. For hybridization, microarrys with labeled samples were hybridized at 45°C for 16h according to manufacturer's instructions. The GeneChip arrays were scanned immediately after washing and staining using a GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA) and hybridization data were analyzed using GeneChip Operating Software (Affymetrix, Santa Clara, CA). In a comparison analysis, a two class unpaired method in the Significant Analysis of Microarray software (SAM) was applied to identify significantly differentially expressed genes between AK156230 knockdown and control groups. The microarray data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE81829 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81829).

### Transfections

The day before transfection, MEFs were plated in growth medium at a density of 60% to 70% confluency. Transfection of LNA longRNA GapmeR (Exiqon, Vedbaek, Denmark) targeting AK156230 or AK135413 or AK048098 were performed using Lipofectamine RNAiMax (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. The non-targeting scramble LNA GapmeR was used as a control. Fifty nM of LNA GapmeR were used for each transfection.

### RNA extraction and real-time quantitative RT-PCR analysis

Total RNAs from cultured cells were extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA), and then were reverse transcribed into cDNA using a PrimeScript^TM^ RT reagent Kit with gDNA Eraser (Perfect Real Time) (Takara, Dalian, China) according to the manufacturer's instructions. Real-time PCR was performed in an ABI 7500 Real-Time PCR System (Applied Biosystems, Austin, CA, USA) with SYBR^®^ Select Master Mix (Applied Biosystems, Foster City, CA, USA). The amplification condition was as follows: 50°C for 2 minutes, 95°C for 2 minutes, then 40 cycles at 95°C for 15 seconds, 60°C for 1 minute. Dissociation curves were obtained to confirm the specificity of the amplified DNA. The primers sequences are listed in Tables S7 and S12. β-actin was used as the internal control. The relative expression of lncRNAs was calculated by the 2^-ΔΔCt^ method after normalization against the expression of β-actin.

### Senescence associated β-galactosidase staining

Cells were stained using the Senescence Cells Histochemical Staining Kit (Sigma Aldrich, St Louis, MO, USA) following the manufacturer's instructions. In brief, cells were washed once in 1×PBS, fixed for 7 min in 1×fixative solution, and washed twice in 1×PBS, follow by stained with fresh SA-β-gal staining solution at 37°C for 48h. The percentage of positively stained cell (blue cells) *versus* total cells was counted by randomly choosing six microscopic fields. The images were captured at 100× magnification using a Nikon Eclipse TS100 microscope (Nikon Corporation, Tokyo, Japan).

### BrdU incorporation

Cell proliferation was analyzed by BrdU incorporation assay. Briefly, cells were labeled with 40μM BrdU (Sigma Aldrich, St Louis, MO, USA) for 1h, fixed with 4% paraformaldehyde, and immunostained with a mouse anti-BrdU antibody (Cell Signaling Technology, Danvers, MA, USA) followed by staining with an anti-mouse secondary antibody conjugated to Alexa Fluor 488 (Cell Signaling Technology, Danvers, MA, USA) and counter-stained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI, Molecular Probes, Eugene, OR, USA). BrdU-positive cells were visualized and images were captured at 100× magnification using a fluorescent microscope (Olympus, Tokyo, Japan) and presented as the percentage of BrdU-positive nuclei over total number of nuclei counted. Cells were quantitated by randomly choosing at least four independent fields. At least 600 nuclei were counted.

### Cell growth

Cells were plated into 24-well plates at an initial concentration of 3×10^5^ cells per well 24h prior to transfection. After 24h, the cellular concentrations were determined using the Cellometer (Nexcelom Bioscience, Lawrence, MA, USA). Then, cells were transfected with LNA GapmeR AK156230 or a GapmeR Control. On each subsequent day, cells (triplicates) were trypsinized, resuspended in 10% FBS, and counted with the Cellometer. This procedure was performed for three consecutive days at which point cells began to approach confluency.

### Transmission electron microscopy

Cells were fixed with 2.5% glutaraldehyde in 0.1 mol/L sodium phosphate buffer (pH 7.4), washed in the same buffer five times, post-fixed in 1% osmium tetroxide in 0.1 mol/L sodium phosphate buffer for 1 h, and then dehydrated and embedded in Epon SPI812. Ultrathin sections were stained with uranyl acetate and lead citrate. Sections were examined for autophagosomes at 120kV with a JEOL JEM-1400 transmission electron microscope (JEOL, Tokyo, Japan).

### Autophagy modifying drugs

3-Metyladenine (3-MA) and rapamycin (Rapa) were obtained from Sigma-Aldrich (St. Louis, MO). For 3-MA treatment studies, cells were seeded and let adhere on sterile plastic dishes for 24h prior to start any treatment. After 24h, the cells were treated with 10mM 3-MA for further 4h. For rapamycin treatment studies, the cells were treated with 2.5μM rapamycin or DMSO (Invitrogen, Carlsbad, CA, USA) for further 48h after transfection of GapmeR AK156230 or GapmeR control. All experiments were carried out in triplicate.

### Cell cycle analysis

Briefly, Cells were trypsinized, washed with 1×PBS, and then fixed with 70% ethanol for overnight at 4°C. Following centrifugation, 500g for 5 min at 4°C, the fixed cells were washed with 1×PBS, and resuspended with 500ul of propidium iodide (PI) staining solution (0.2% Triton X-100, 100 μg/ml RNase, 50 μg/ml PI in 10 ml of PBS) and incubated in the dark for 30 min at room temperature. Flow cytometry analysis was performed on a BD FACSCanto II flow cytometer (BD Biosciences, San Jose, CA, USA), and the proportion of cells in the G0/G1, S, and G2/M phases of the cell cycle were modeled using Wincycle software (Phoenix Flow Systems, San Diego, CA, USA).

### Western blot analysis

Cell lysates were extracted, separated by SDS-poly-acrylamide gel electrophoresis, and transferred onto PVDF membranes (Millipore, Billerica, MA, USA). Immobilized membrane was incubated with primary antibodies and probed with the respective secondary antibodies conjugated with HRP (Bethyl Laboratories, Montgomery, TX, USA). The proteins were visualized using enhanced chemiluminescence (ECL) substrate kit (Thermo Scientific, Rockford, IL, USA). The following primary antibodies were used in this study: p21, CDK1 (Abcam, Cambridge, MA, USA); phosphorylated p53 (Ser 15), p53, CDK2, Cyclin D1, p62 (Cell Signaling Technology, Danvers, MA, USA); LC3B (NOVUS Biologicals, Littleton, CO, USA) and β-actin (Santa Cruz Biotech, Santa Cruz, CA, USA).

### Statistical analysis

All data were expressed as mean ± SD unless otherwise stated. All experiments were repeated three times, each with triplicate samples. Statistical differences were determined by the student's *t*-test, and values of *P* < 0.05 were considered statistically significant.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

## Abbreviations

MEFs: mouse embryonic fibroblasts
SA-β-gal: senescence-associated β-galactosidase
LncRNAs: long noncoding RNAs
mtDNA: mitochondrial DNA
RS: replicative senescence
OIS: oncogene-induced senescence
TEM: transmission electron microscopy.

How the deposited data were processed for this re-analysis (not part of the article)

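Gene expression was measured in young MEFs at passage 2 transfected with GapmeR Control or GapmeR AK156230, with 1 array per condition. The authors made the deposited intensity values with MAS5, whose version and scaling target are not given in the sources used here: the values are probe set signals on a linear scale, scaled per array, from 1 to 8976.88 with GapmeR Control and from 1 to 9206.82 with GapmeR AK156230. The table held 45037 probe sets and no detection calls. The paper's methods name a porcine array, while the sample labels give mouse RNA and Table S5 annotates the same probe sets as mouse genes, and the mouse annotation was used. Both signals were equal to the deposited ones in each of the 171 rows of Table S5 in hand (1462 further rows were not in the copy used), which settles the scale and the direction. All 171 had been called present with GapmeR AK156230, but only 122 of them with GapmeR Control. The control signals of the rest may be background, which limits their ratios. No test was run on this part of the table. Control probe sets were not in the table, so the planned summary of them could not be made and RNA quality could not be assessed.

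Log2 ratios of GapmeR AK156230 over GapmeR Control were taken on the signals as deposited, with no offset, and probe sets and genes at a ratio of 2 or more in either direction were counted, the threshold stated in the paper. The paper's methods name a test for groups of arrays (SAM), which cannot be applied to 1 array per condition, so no test was run and no p-value is given; the number of arrays limits the precision. Of the probe sets, 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 were not listed. Probe sets with several symbols or none were counted but not named, and some genes of the lists are not reported here for that reason. Symbols were looked up through the Entrez ID for 34741 probe sets, and positions and genomic lengths were taken from RefSeq genes of GRCm38.p6, the assembly to which Table S5 refers; 99.7% of the 18193 named genes had a length. A gene was represented by the probe set with the highest mean log2 signal. The probe sets of a gene did not always go the same way: of 484 further bright probe sets of genes past the threshold, 468 had the same sign as the representative and 288 were past the threshold too.

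The 20 lists of pathway genes and 10 lists of cell type markers were written before the deposited values were examined. By then the first rows of Table S5 had been seen, and the rows in hand hold signals of these arrays at ratios down to 2.70. Members of any list above that ratio, such as Perp and Pmaip1, may therefore have been seen. Of the 775 entries of the lists 714 were measured. The lists of interferon-stimulated genes, ERK and immediate-early response, heat shock response, trophoblast, keratinocyte and epithelium, and skeletal muscle were chosen after some of their members had been seen in the first rows of Table S5, so their direction is not independent evidence; the same holds for the genes that the paper took from these arrays for RT-qPCR. For each list the median log2 ratio was set against the medians of 10000 random lists of the same size drawn within 20 bins of mean log2 signal. Genes named in the text are those the paper names, the 10 largest increases and the 10 largest decreases among genes whose signal on the brighter array was at or above that array's median, and up to 4 members of each list past 2-fold at that brightness; a few dimmer members and members named for contrast were chosen after their values were seen.

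The alternatives set before the data were examined were scaling both arrays to the same median, quantile normalization, a loess correction on mean signal, an offset of the 25th percentile of all signals (24.3), a minimum signal on the brighter array at its 25th, 50th or 75th percentile, thresholds of 1.5-fold and 3-fold, the mean of all probe sets of a gene, and leaving out probe sets whose identifiers end in _x_at or _s_at. Random lists matched also on genomic length, and lists limited to genes under 40 kb, were added after seeing the data. The counting and the list percentile were tested on simulated data. The noise was 0.4 (SD, log2) on 18193 genes. Of 50 genes simulated at 2-fold 56% were past 2-fold, as were 100% of 50 at 4-fold and 1.20% of unchanged genes. Each of 200 simulated lists of 30 genes was set against 1000 random lists, fewer than for the real lists. Of the simulated lists, 5.5% lay outside the middle 95% of random lists with no shift and 90.5% with a shift of 0.3. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.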

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

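The results in this part are gene groups that the paper does not discuss and that stood apart between the 2 arrays, each condition having a single array. The tests on scaling, on introns, on leukocytes and on skeletal muscle cells were chosen only after the result was seen, and those on the senescent state and on keratinocytes before.

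Genes with a long genomic span were more often lower by 2-fold or more with GapmeR AK156230 than shorter genes, although most were not. Of 779 genes over 160 kb at or above the array's median signal, 25.4% were lower by 2-fold or more and 6 genes were higher, against 2.19% lower among genes of 10 to 20 kb; over 320 kb, 32.5% of 255 genes were lower. Scaling does not account for this, since the shares still differed by 22.5 percentage points after a loess correction on mean signal. The paper also lists mRNAs that differ between senescent and young MEFs. Those lower in senescent cells had a median length 0.919 times that of those higher (95% bootstrap interval 0.298 to 1.62), against 5.14 times here. Replicative senescence as the paper measured it thus showed no such trend. Those lists come from another array without a brightness limit, while 5.14 is for genes at or above the array's median signal. A senescent state or arrest brought on by the knockdown itself was not tested. The share lower over 160 kb was at least 9.59 times that of genes of 10 to 20 kb in both the dimmer and the brighter genes, which shows the trend at both signal levels but does not bear on its source. An action of the GapmeR on introns of other pre-mRNAs, of which long genes offer more, and slower transcription of long genes would both give it and cannot be told apart from an effect of losing AK156230, because the arrays hold 1 GapmeR against AK156230 and it was not matched to any sequence; this stays open for Atg7, Uvrag and Mitf too, which are over 160 kb.

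Interferon-stimulated genes, a list chosen after some members had been seen in Table S5, had a median log2 ratio of 0.63, above the medians of all 10000 random lists, with 13 of 36 higher by 2-fold or more and none lower; Usp18 was 6.40-fold, Xaf1 4.17-fold, Ifit1 3.60-fold and Irgm1 3.43-fold higher (with the mean of its probe sets Xaf1 had a log2 ratio of 1.08). Leukocytes in the knockdown culture would bring their own transcripts, and the macrophage and leukocyte markers had a median log2 ratio of -0.46 (0.02nd percentile), with signals of 1239.75 and 954.01 for the abundant Lyz1 and 724.68 and 526.64 for Lyz2 (Lyz1 had a log2 ratio of 0.31 without _x_at and _s_at probe sets), although Cd68 and Cd14 were 2.54-fold and 2.37-fold higher. A response to this GapmeR as a nucleic acid rather than to loss of AK156230 cannot be told apart from an effect of the knockdown, because the arrays hold 1 GapmeR against AK156230.

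Some genes of epithelium and muscle, whose lists were chosen in the same way, were much higher with GapmeR AK156230. Of 30 keratinocyte and epithelium markers 10 were higher and Cldn1 alone was lower by 2-fold or more (median log2 ratio 0.12, 99.8th percentile), and of 24 skeletal muscle markers 5 were higher and none lower (median 0.18, 99.98th percentile); Dsp was 8.12-fold, Crct1 4.92-fold and Tnnt2 4.19-fold higher, besides Lce1h, Car3 and Chrna1. Over the alternatives set before the data were examined these medians ranged from 0.076 to 0.92 and from 0.087 to 0.55. With the mean of all probe sets Dsp, Tnnt2 and Cldn1 had log2 ratios of 2.04, 1.22 and -0.80. Cldn1 was at -0.90 with the offset, and it was no longer lower without _x_at and _s_at probe sets, at 0.0093. Basal keratinocytes mixed into the culture would bring basal keratins. Krt5, Krt14, Krt15 and Krt17 had a median log2 ratio of -0.066 and signals under 37 with GapmeR AK156230, below the array's median. Their ratios are those of dim genes, and the test covers only cells that carry these keratins. Other keratinocytes or epithelial cells were not tested. Skeletal muscle cells would bring sarcomere genes, and the 6 of these at or above the array's median signal had a median log2 ratio of 0.72, from -0.30 in Myl4 to 2.07 in Tnnt2, while a first choice of 8 genes, 6 of them dimmer, had a median of 0.092, under the 0.5 set for excluding such cells. The choice was changed after this value was seen, and Tnnt1 is among the 6 only through its signal with GapmeR AK156230. The choice of genes thus decides the test. Muscle cells, epithelial cells without these keratins and chance differences between single cultures all stay open.

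Other groups differed as follows. The ERK and immediate-early response list had a median log2 ratio of 0.33. Genes of the unfolded protein and integrated stress response had a median of -0.49. NRF2 targets had a median of -0.40. Genes of cholesterol synthesis had a median of -1.14. Extracellular matrix genes had a median of -0.79, and fibroblast markers, 4 of which another list also holds, had a median of -1.05.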

How the results depend on the processing

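The restriction to genes under 40 kb and the length-matched random lists were chosen only after seeing the data. No paired analysis was possible because each condition has a single array. Scaling the arrays to the same median shifts every log2 ratio by 0.105, which by construction changed the medians to 0.094 for autophagy machinery (-0.011 as reported), -0.024 for mTOR signalling (-0.13), 0.27 for p53 targets (0.17), 0.44 for G1/S and DNA replication (0.34) and 0.0038 for G2/M and mitosis (-0.10), with unchanged percentiles. Under quantile normalization the medians of autophagy machinery, mTOR signalling and p53 targets were 0.084, -0.042 and 0.25, under loess that of mTOR signalling was -0.060, with the mean of all probe sets those of mTOR signalling, p53 targets and G1/S were -0.067, 0.23 and 0.26, and without _x_at and _s_at probe sets that of autophagy machinery was 0.071; the cause was not tested. Over the alternatives set before the data were examined, the percentile of p53 targets was 99.89 or more and that of G1/S stayed above all random lists, while that of autophagy machinery ranged from 31.7 to 92.8. Genes under 40 kb gave a similar median for each of these lists. With the offset, 243 probe sets were higher and 770 lower and 157 genes were higher. Limiting the counts to probe sets at or above the 50th percentile left 423 higher, and the 75th percentile left 234 higher and 651 lower, with 151 genes higher and 430 lower, because fewer were counted. At 1.5-fold 2472 probe sets were higher and 4225 lower, with 998 genes higher and 1762 lower, and at 3-fold 160 and 511 probe sets and 80 and 264 genes. More probe sets were lower than higher in each of these settings, at 57.2% to 76.2% of those past the threshold. No list median outside the middle 95% of random lists changed sign, and of the named genes past 2-fold only Cldn1 did, at 0.0093 without _x_at and _s_at probe sets. Of 91 named genes past 2-fold, 19 were within 2-fold in at least 1 setting, 13 of them with the offset and 8 with the mean of all probe sets. With random lists matched also on length, 29 of 30 lists stayed inside or outside the middle 95% as before and oxidative phosphorylation was at 95.46. Without detection calls for most probe sets, signals near the bottom of the range cannot be told from background, which limits the ratios of dim genes.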

Differences from the paper's values

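The paper's values for these genes are RT-qPCR ratios with SEM, read by eye, on RNA that need not be that of the arrays. The ratio of Atg7 (GapmeR AK156230 over GapmeR Control) was 0.729 on the array, and the paper's is about 0.14 in Figure 5B, read by eye. The array ratio was further than 1.5 times from the paper's under all alternatives set before the data were examined that give a value for the gene, with the lowest, 0.672, for the mean of all probe sets. The ratio of Atg16l2 was 0.433 on the array and the paper's is about 0.25 in Figure 5B, read by eye, and none of those alternatives brought it within 1.5 times. The ratio of Cgref1 was 2.67 on the array and the paper's is about 1.5 in Figure 5B, read by eye, again with no alternative within 1.5 times (2.44 to 2.87).

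The paper describes a strong match of its RT-qPCR values with the arrays. All 7 genes had the same direction on the arrays as in Figure 5B, and Ulk2, Cdkn1a, Rprm and Inhba were within 1.5 times of it, although Inhba was not with the mean of all probe sets (1.34). Of the 7, Atg7 (1.37-fold lower) and Cdkn1a (1.41-fold higher) did not pass the 2-fold threshold that the paper states for the arrays. Another probe set of Atg7, which was not its brightest, did pass it at 2.34-fold lower. The count of 2131 probe sets at 2-fold or more lies within 1.5 times of the paper's 1633, as do 2091 to 2093 with the other scalings and, with a minimum on the brighter array, 1696 at its 25th and 1453 at its 50th percentile, while 1013 with the offset and 885 at the 75th percentile do not; the paper calls these genes, while Table S5 lists 1633 rows of probe sets.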

Other observations

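Genes of cholesterol synthesis were lower as a group with GapmeR AK156230: 11 of 20 were lower by 2-fold or more, none had a log2 ratio above 0, and the group includes Nsdhl (4.61-fold lower), Lss (3.28-fold), Fdft1 (3.06-fold) and Dhcr7 (2.92-fold); with the mean of all probe sets Fdft1 had a log2 ratio of -0.94. Of 25 genes of the unfolded protein and integrated stress response 6 were lower and none higher by 2-fold or more, with Nupr1 4.00-fold, Trib3 3.00-fold, Chac1 2.88-fold and the amino acid transporter gene Slc7a5 2.31-fold lower. Of 17 NRF2 targets 4 were lower and none higher, among them Gstm1 (2.93-fold), Nqo1 (2.71-fold), Gsta4 (2.15-fold) and the dimmer Gsta3; Gsta4 was just within 2-fold with arrays scaled to the same median, and Gsta3 with the offset (-0.78). Of 28 extracellular matrix genes 10 were lower and none higher, led by Aspn (11.4-fold), Ogn (8.97-fold), Col6a2 (3.58-fold) and Col6a1 (3.55-fold). Among fibroblast markers Prrx1 was 5.90-fold, Fap 5.17-fold, Pdgfra 3.67-fold and Ddr2 3.01-fold lower (Prrx1 had a log2 ratio of -1.82 with the mean of its probe sets), while Vim, Dcn and Twist1 had log2 ratios of -0.087, 0.060 and 0.29. The medians of these 5 lists lay at or below the 0.04th percentile of random lists, and below the 0.02nd when the random lists were matched on genomic length too.

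Of 29 genes of the ERK and immediate-early response 8 were higher and none lower by 2-fold or more, with Ereg 3.57-fold, Lif 3.33-fold, Egr2 2.90-fold and Dusp4 2.82-fold higher, and the median was above those of all 10000 random lists. With the mean of all probe sets Lif had a log2 ratio of 0.91. Senescence-associated secretory factors went both ways: of 38 measured, 9 were lower, including Igfbp3, Cxcl12 (5.57-fold), Cxcl5 (5.25-fold) and Mmp13 (5.08-fold), and 6 were higher, including Ptgs2 (log2 ratio 2.22) and Il6 (1.24), with a list median of -0.12 at the 19.0th percentile, which ranged from 3.05 to 26.6. Cxcl12 had a log2 ratio of -1.78 with the mean of all probe sets and with the offset Cxcl5 had one of -1.30 and Il6 was within 2-fold at 0.97. In the heat shock response 1 of 17 genes was past 2-fold, Zfand2a at 3.02-fold higher (list median 0.047, 84.4th percentile). None of 31 genes of oxidative phosphorylation (median 0.095, 99.8th percentile), 22 ribosomal protein genes (median 0.023, 87.2nd percentile) and 29 Hox genes (median 0.15, 99.4th percentile) was past 2-fold; with the mean of all probe sets the lists of oxidative phosphorylation and Hox genes were inside the middle 95% of random lists, at percentiles of 97.47 and 96.59. None of 4 sex-linked genes was past 2-fold (median -0.15, 30.5th percentile).

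Of the cell type markers, none of 12 genes of smooth muscle and myofibroblasts was past 2-fold (median 0.050, 86.5th percentile). Of 23 trophoblast markers 6 were higher and none lower, including Serpinb9g (6.44-fold), Gata3 (4.83-fold), Mcpt8 (3.09-fold) and Pgf (2.38-fold), with a median of 0.063 at the 96.1st percentile, which ranged from 94.3 to 99.7 over the alternatives set before the data were examined; with the offset Serpinb9g had a log2 ratio of 1.23. Of 11 adipocyte markers Fabp4 was 4.51-fold (a log2 ratio of -1.36 with the mean of all probe sets) and Lpl 3.39-fold lower (median -0.14, 37.3rd percentile). Of 18 neural markers 4 were lower, Ncam1 at 8.17-fold (a log2 ratio of -1.75 with the mean of its 7 probe sets), Tubb3 at 2.16-fold and the dimmer Sox2 and Nefm (median -0.13, 35.5th percentile). Of 12 endothelial markers Kdr was 2.04-fold higher (median 0.047, 88.6th percentile). With the offset Tubb3, Kdr, Sox2 and Nefm were within 2-fold, at log2 ratios of -0.90, 0.74, -0.59 and -0.52, and Nefm was also within 2-fold with each other scaling. None of 7 erythroid markers was past 2-fold (median -0.33, 4.98th percentile), and their percentile ranged from 4.83 to 76.4 over those alternatives, with a median of -0.0039 for the mean of all probe sets.

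For genes that the paper measured by other methods or in other arrays, the present arrays gave the following values. Sqstm1, which encodes p62, had signals of 1910.47 with GapmeR Control and 1896.42 with GapmeR AK156230, and the brightest probe set of Map1lc3b, which encodes LC3, had 1895.67 and 1941.71. Ccnd1 had 2228.67 and 2274.83, and Cdk2 168.08 and 212.27. Of 8 measured genes near AK156230 on chromosome 5, Abcb1b was 2.78-fold higher at its brightest probe set, with a log2 ratio of -0.23 at its other one and 0.62 for their mean, and none was lower by 2-fold or more; Adam22 had 102.42 and 106.13 and Sri 927.55 and 1090.01. The median of these neighbours was 0.23, at the 98.1st percentile of random lists, and its percentile ranged from 88.9 to 98.15 over the alternatives set before the data were examined.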
